A study of Schizosaccharomyces pombe with 52 samples. Its data were reported in "The fork protection complex promotes parental histone recycling and epigenetic memory" (2024).

How the data were processed

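The series comprised 52 sequencing libraries of fission yeast (Schizosaccharomyces pombe), 48 from chromatin immunoprecipitation of dimethylated lysine 9 of histone H3 (H3K9me2 ChIP-seq) and 4 from immunoprecipitation of DNA that had incorporated the thymidine analog bromodeoxyuridine (BrdU-IP). Per the labels and the study's methods, the authors aligned the reads of both assays to the S. pombe h90 contig with Bowtie2. Default settings were used for ChIP-seq, and discordant or unpaired alignments were refused for BrdU-IP. Duplicates were removed with samtools, ChIP tracks were normalized to input on a CPM scale with deepTools, and BrdU peaks were called with MACS2. A filter on mapping quality was not stated. With default settings Bowtie2 reports a single alignment per read and chooses among equally good ones at random, so the share of positions with an exact second copy sets which part of a track can be assigned to its locus.

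The 2 deposited files used here were the authors' h90 contig, as bases of 5 sequences, and the authors' gene annotation of it, as feature start and feature end positions. Their columns hold sequence and coordinates and no measurement of a library, and 0 columns of per-sample values were used. No H3K9me2 occupancy, BrdU signal, read depth, replicate spread or difference between genotypes was therefore analysed here, and the precision of the immunoprecipitations is unknown. How the authors assembled the contig and moved the annotation onto it was not stated in the labels.

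The contig was compared base by base with the RefSeq assembly ASM294v3. Chromosome names of the contig (chromosomes 1, 2 and 3) are used throughout, and all coordinates are 1-based positions on the contig unless RefSeq is named. For read placement, the copies of every 75-base window were counted as exact matches on both strands of all 5 sequences. The labels give no read length, so 75 bases is an assumed length and not that of the libraries. Per the study's methods, both assays were sequenced paired-end, with shorter reads than 75 bases for BrdU-IP. A window was called unique when it occurred once, and windows with undetermined bases were left out. Windows of 50, 100 and 150 bases and pairs of 75-base mates at the ends of a 300-base fragment were alternatives, the pair being placed when either mate was unique. Pairs of 50-base mates were added after the files were seen. Exact Clopper-Pearson 95% intervals were computed with SciPy 1.17.1. Overlapping windows of one sequence are not independent and the contig was read in full, so these intervals describe counting error only.

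Regions were the centromeres, the mating-type region from IR-L to IR-R, the outer 100 kb of both ends of chromosomes 1 and 2 (subtelomeres), and the rest of chromosomes 1 to 3. Centromeres 1 and 2 were taken from the annotation. Centromere 3 carried no annotated centromere element and was taken as the span on chromosome 3 of alignments of the annotated dg, dh and imr elements of at least 100 bases at 90% identity or more. The rule for centromere 3 was chosen after the files were seen. Each span was set against 10000 random windows of the same length from chromosomes 1 to 3, as a description of the reference and without a p-value. Second copies of the mating-type region were found with blastn 2.17.0 (E-value up to 1e-5, no masking) as alignments of at least 100 bases at 95% identity or more.

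For each gene with coding segments, the coding sequence was joined from the contig and called intact when it began with ATG, ended with a stop codon, was a multiple of 3 bases and held no internal stop. Genes after the mating-type region on chromosome 2 were compared with genes before it by Fisher's exact test, two-sided. Coding coordinates were compared with those of the RefSeq locus of the same systematic name, after the length difference of the contig was added past the mating-type region, and 5129 of 5152 genes matched a locus. Except where stated, named genes and elements followed a rule fixed before the data were examined. It covered those that the labels or the study made the object of a comparison. It also covered every protein-coding gene inside the mating-type region, and at most 10 genes with a broken frame in coordinate order. Region definitions other than centromere 3, window lengths, alignment limits and tests were fixed before the data were examined as well. The exceptions are those described here as chosen after the files or the results were seen.

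The procedures were tested on simulated data. All 6000 bases of simulated repeats were recovered, as were 4926 of 4926 single-copy windows and 3852 of 3852 exact-copy windows. All 200 of 200 genes with moved coordinates were called broken, and 800 of 800 unmoved genes were called intact. The simulated genes had no introns and were moved by a single base, which always displaces the start codon. That check therefore does not test a longer offset or genes with several coding segments. Computations used Python 3.11.15 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9.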

Results

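The 52 libraries formed 24 groups, with 26 immunoprecipitated libraries and 26 inputs. In the synchronized experiment, 16 H3K9me2 libraries covered 4 genotypes (WT, mrc1ΔHBS, mcm2-2A and the double mutant) with 2 ChIP and 2 input replicates each. Their cells carry the cold-sensitive allele nda3-KM311, were arrested in mitosis at 20°C, and were released at 30°C for 30 min with 500 μM of the thymidine analog EdU. This experiment addressed whether H3K9me2, the mark of fission yeast heterochromatin, is kept when a connector segment of the replisome protein Mrc1 (HBS, the Hsk1-bypass segment) is deleted or tyrosines of the Mcm2 histone-binding domain are substituted. The BrdU experiment compared BrdU incorporation in S phase in WT and mrc1ΔHBS with 1 library per group, released into 200 μg/ml BrdU and 25 mM hydroxyurea per the labels. In the uracil experiment, mrc1ΔHBS cells with a ura4+ reporter grew with or without uracil, whose absence selects for cells that express the reporter, in 12 libraries with 3 replicates per group. The CenK experiment had 20 libraries with 2 or 3 replicates per group and compared strains with and without the deletion named K in WT and mrc1ΔHBS, grown to an optical density of 1.2. In all, 12 groups had 2 libraries, 8 had 3 and 4 had 1. No per-sample values were analysed here, so these contrasts were not tested. The values that follow belong to the h90 contig and its annotation, to which the authors aligned every library, and they have no replicates.

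The contig held 5 sequences. Chromosome 1 had 5579133 bases, chromosome 3 had 2452883 bases and the mitochondrial genome had 19433 bases, and all 3 sequences were identical to ASM294v3. A telomeric gap contig added 20000 bases. Chromosome 2 had 4552019 bases against 4539804 in ASM294v3, a difference of 12215 bases. The first 2129211 and the last 2407345 bases of chromosome 2 were identical to ASM294v3. The difference was a single block in the mating-type region, where 15463 bases of the contig, from 2129212 to 2144674, took the place of 3248 bases of ASM294v3, from 2129212 to 2132459.

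To ask where a read can be assigned to its locus, the share of unique 75-base windows, an assumed read length, was measured in each region. In the rest of chromosomes 1 to 3, 98.3% of windows were unique (95% interval 98.26% to 98.28%). The share was 66.7% in the mating-type region (66.1% to 67.4%), 64.0% in the subtelomeres (63.8% to 64.1%) and 12.5% in the centromeres (12.4% to 12.7%). At this window length the intervals did not overlap. With windows of 50 bases the intervals of the mating-type region (62.97% to 64.3%) and the subtelomeres (62.7% to 62.997%) overlapped. The windows are not independent and the contig was counted in full, so overlap is not a test of whether regions differ. Restricting the subtelomeres to the outer 50 kb moved a value most and lowered their share to 36.5%. Among 10000 random windows of the same length, 2.95% had a lower unique share than the mating-type region, as did 0.41%, 0.52% and 0.05% for centromeres 1, 2 and 3. Longer reads recovered a limited part of the repeated sequence. With pairs of mates the unique share rose to 74.0% in the mating-type region and to 15.8% in the centromeres.

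**Figure D1:**
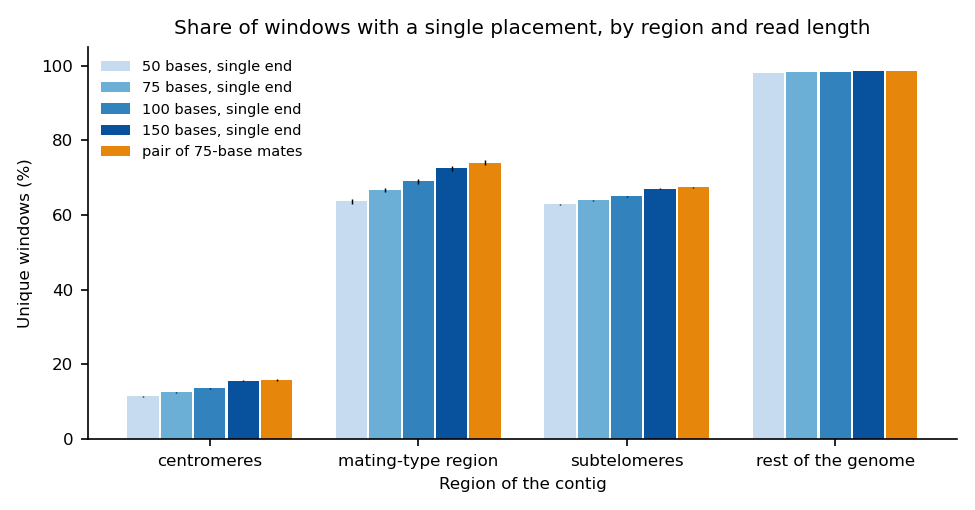
Share of unique windows in percent (vertical axis) for 4 regions of the contig (horizontal axis), with bars for single windows of 50, 75, 100 and 150 bases and for pairs of 75-base mates and error bars for the 95% Clopper-Pearson interval. At 75 bases the centromeres were at 12.5% and the rest of the genome at 98.3%.

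The mating-type region is the silenced domain between the boundary repeats IR-L and IR-R in which the study followed heterochromatin maintenance. On the contig it ran from 2129208 to 2149336 on chromosome 2 (20129 bases) and was AT-rich at 67.7%, above 98.8% of random windows of its length. IR-L (2129208 to 2131327) and IR-R (2147217 to 2149336) each had 2120 bases, and 2.59% of the windows of either were unique. IR-L aligned over 2112 bases at 99.3% identity to the span from 2147233 to 2149344, which covers most of IR-R and runs slightly past its annotated end. The mat2-P block (2132603 to 2133705, 1103 bases) had 100% unique windows, whereas the mat3-M block (2144817 to 2145943, 1127 bases) had 0%. The copies of mat3-M lay at mat1 (mat1-M block, 2114235 to 2115361), the expressed cassette outside the silenced region, with 100% identity over 1127 bases. A read from mat3-M thus had an equally good placement at mat1, whereas a read from mat2-P did not. This holds for the contig, in which mat1 carries M.

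Heterochromatin is nucleated by RNAi at cenH (2138378 to 2142616, 4239 bases), which has sequence in common with the centromeric repeats. Of its windows 67.3% were unique and 32.7% had an exact copy in a centromere. The longest cenH alignments were 1645 bases at 95.2% identity to chromosome 1 from 3788032 to 3789675, a span that ran past the annotated end of centromere 1 (3789421), 2574 bases at 96.5% to centromere 2 and 2593 bases at 95.5% to centromere 3. Intervals between these elements, drawn short of the mat2-P and mat3-M blocks, had 100% unique windows. They were 1083 bases between IR-L and mat2 (2131328 to 2132410) and 4613 bases between mat2 and cenH (2133765 to 2138377). The others were 2008 bases between cenH and mat3 (2142617 to 2144624) and 1214 bases between mat3 and IR-R (2146003 to 2147216). Some of the stretches left out beside the blocks held repeats. Unique windows made up 0% from 2144700 to 2144799 beside mat3-M and 61% from 2132400 to 2132499 beside mat2-P. With a limit of 95% identity, 8322 bases (41.3% of the region) had a second copy in the reference. Copies inside the region were counted, such as those of IR-L and IR-R in each other. A limit of 99% lowered the count to 5674 bases and a limit of 90% raised it to 9841 bases. The count is therefore not the part of the region shared with other loci. Of the windows of the whole region, 20.6% had an exact copy inside it, 6.53% at mat1 and 6.80% in the centromeres.

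**Figure D2:**
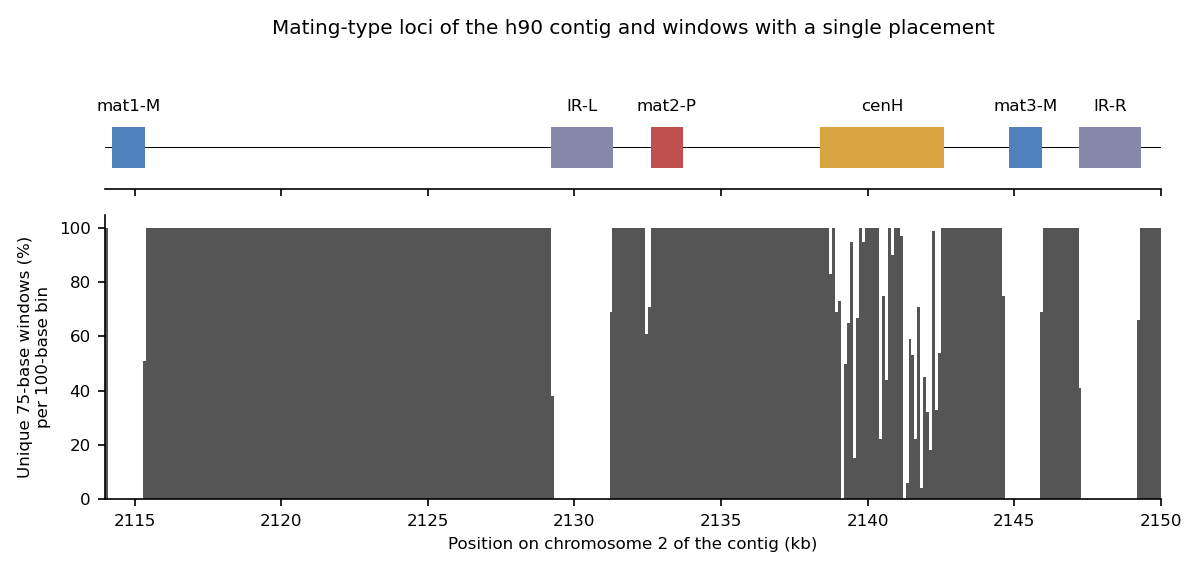
Map of the annotated mating-type elements (top) and the share of unique 75-base windows in percent per 100-base bin (bottom) along chromosome 2 of the contig in kb. mat1-M and mat3-M had 0% unique windows, mat2-P had 100% and cenH had 67.3%.

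The protein-coding genes inside the region were mat2-Pc (2132562 to 2132961, 118 amino acids) and mat2-Pi (2133069 to 2133576, 159 amino acids), both with 100% unique windows, and mat3-Mc (2145064 to 2145609, 181 amino acids) and mat3-Mi (2144801 to 2144929, 42 amino acids), both with 0%. The last span was entered a second time as mat3-Mm. Reporter genes of the strains were inserted at restriction sites. A single EcoRV site, at 2146124, lay between mat3 and IR-R, and a single XmnI site, at 2131773, lay between IR-L and mat2. Both intervals had 100% unique windows. The whole mating-type region held 3 EcoRV and 6 XmnI sites, so the sequence alone does not place the reporters in these intervals. The paper places the reporter Kint2::YFP at cenH, where 67.3% of windows were unique. The contig held the ura4 coding sequence of 795 bases in 1 place, the native gene on chromosome 3 (115589 to 116726), so reads from a ura4+ reporter in the mating-type region matched the native position. No annotated feature named mCherry or YFP (0 of either).

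The loci that were mutated or used to synchronize cells were single copy. mrc1 (chromosome 1, 4209203 to 4212453, reverse strand) has 1 coding segment of 1019 amino acids. The deletion of amino acids 782 to 879 in mrc1ΔHBS removed 98 codons from 4209707 to 4210000. mcm2 (chromosome 2, 1191208 to 1194204, reverse strand) has 2 coding segments for 830 amino acids, and the tyrosines changed in mcm2-2A, Y80 (codon at 1193650 to 1193652) and Y89 (codon at 1193623 to 1193625), lay in coding segment 2. Both were encoded by TAT. clr4, which encodes the H3K9 methyltransferase (chromosome 2, 453996 to 458487), and nda3 (chromosome 2, 3976307 to 3978252) completed the set. mrc1, mcm2, ura4, clr4 and nda3 each had 100% unique windows. By contrast, the subtelomeric gene tlh2 (chromosome 2, 4539100 to 4544859, 1919 amino acids) had 3.04%.

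H3K9me2 in the uracil and CenK experiments was expressed by the authors relative to cnt3, the central core of centromere 3. Centromere 1 was annotated with 9 elements, centromere 2 with 14 and centromere 3 with 0. Of the annotated cores, cnt2 (chromosome 2, 1620807 to 1627609, 6803 bases) had 100% unique windows and cnt1 (chromosome 1, 3769078 to 3773184, 4107 bases) had 24.0%. cnt1 aligned to chromosome 3 from 1098933 to 1102240, 3308 bases at 99.8% identity. This span was picked for its match to cnt1, so a low unique share within it was fixed in advance. The limits of cnt3 are not annotated, so the unique share of cnt3 as a whole was not measured. In the span, 5.19% of windows were unique and 94.8% had an exact copy in cnt1. Windows with exactly 2 copies in the reference made up 87.5% of the span. The outer repeats of centromere 1 were at 10.2% unique windows for otr1L_dg and 6.18% for otr1L_dh, and the inner repeats imrL1 and imrR1 at 3.04% and 2.70%. On the right arm the entry otr1R_dg (3777115 to 3778839) lay largely inside imrR1 (1717 of 1725 bases), whereas otr1L_dg aligned from 3778833 to 3783109, over 7 bases of that entry.

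**Figure D3:**
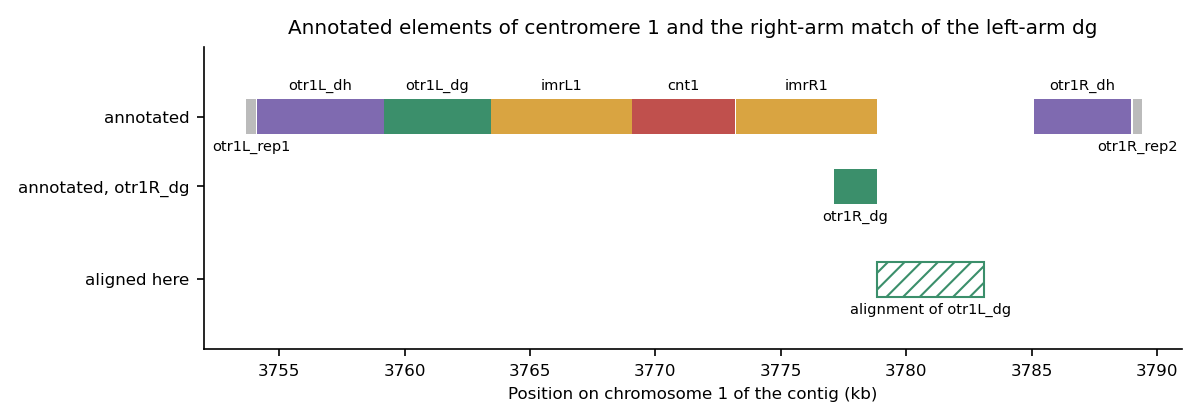
Annotated elements of centromere 1 and the right-arm alignment of otr1L_dg (hatched) against position on chromosome 1 of the contig in kb. The entry otr1R_dg lies largely inside imrR1 (1717 of 1725 bases), and the alignment runs from 3778833 to 3783109.

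Over all 4 subtelomeric ends, 17.5% of windows were unique in the first 20 kb, 49.2% from 20 to 50 kb and 91.4% from 50 to 100 kb. The ends differed. From the first 20 kb to the stretch from 20 to 50 kb, the share rose from 11.03% to 96.8% at the right end of chromosome 1 and from 4.07% to 69.6% at the left end of chromosome 2. It was lower in the stretch from 20 to 50 kb at the left end of chromosome 1 (22.6% against 14.7%) and at the right end of chromosome 2 (32.4% against 15.5%). Copies of the outer 50 kb lay mostly at other ends. Of the windows of the left end of chromosome 1, 62.1% had a copy at the right end of chromosome 2, 45.5% at the left end of chromosome 2 and 27.2% at the right end of chromosome 1, while 0.0100% had a copy outside the 4 ends.

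**Figure D4:**
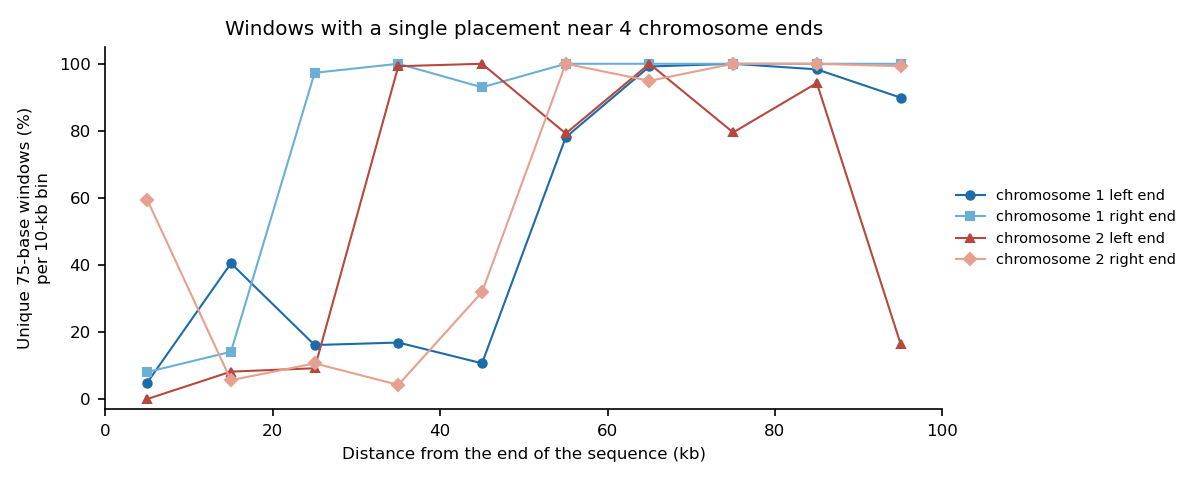
Share of unique 75-base windows in percent per 10-kb bin (vertical axis) against the distance from the end of the sequence in kb (horizontal axis), with a line for each end of chromosomes 1 and 2. Bins within the first 20 kb were at 59.4% or below, and the bin from 90 to 100 kb at the left end of chromosome 2 was at 16.5%.

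The annotation held 3 replication origins entered by hand. ARS2004 (chromosome 2, 1544265 to 1546546), AT2080 (chromosome 2, 2580450 to 2584420) and ori1-200 (chromosome 1, 195000 to 205000) all had 100% unique windows. Their AT contents of 66.4%, 65.0% and 67.0% were higher than in 82.9%, 69.0% and 97.0% of random windows of the same lengths.

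Because the contig was lengthened at the mating-type region, gene coordinates after it had to be moved. Of 5152 genes with coding segments, 5123 had an intact reading frame (99.4%, Clopper-Pearson 95% interval 99.2% to 99.6%). After the mating-type region on chromosome 2, 1011 of 1015 genes were intact (99.6%, 98.99% to 99.9%), and before it, 855 of 862 (99.2%, 98.3% to 99.7%). No difference between the shares was detected (Fisher's exact test, two-sided, p = 0.364). Among genes matched to RefSeq, 987 of 1013 after the region had the coding coordinates of RefSeq plus 12215 bases (97.4%), and 829 of 858 before it had those of RefSeq (96.6%). The first 10 of the 29 genes with a broken frame, in coordinate order, were SPAC212.09c, SPAC212.07c, SPAC212.05c, SPAC977.13c, SPAPB24D3.05c, SPAC23D3.05c and wtf1 on chromosome 1 and SPBPB21E7.06, SPBPB21E7.08 and SPBPB10D8.03 on chromosome 2. All 10 were marked as pseudogenes.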

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

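The share of intact genes was 99.6% when an open frame alone was required and 99.3% for single-exon genes. For genes after the mating-type region the shares were 99.8% and 99.4%, with p-values against the genes before it of 0.422 and 0.713 (Fisher's exact test, two-sided). Lowering the alignment length to 50 bases left the second copies at 8322 bases (41.3% of the mating-type region). They depended on the identity limit, with 5674 bases (28.2%) at 99% and 9841 bases (48.9%) at 90%.

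Unique shares moved by more than their narrow intervals under each alternative but 1. With windows of 50 bases they were 11.4% in the centromeres, 63.6% in the mating-type region, 62.8% in the subtelomeres and 98.1% in the rest of the genome. With 100 bases they were 13.6%, 69.0%, 65.1% and 98.4%, and with 150 bases 15.6%, 72.5%, 67.1% and 98.6%, in the same order. Pairs of mates gave 15.8%, 74.0%, 67.5% and 98.6%. These changes follow from construction, since a longer window holds every shorter one inside it. The order of the 4 regions was kept in these settings, though the intervals of the mating-type region and the subtelomeres overlapped at 50 bases.

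Region limits moved the values as well, because they change which sequence is counted. The outer 50 kb gave 36.5% for the subtelomeres and 98.2% for the rest. The cassettes from mat2-P to mat3-M alone, which leave out IR-L and IR-R, gave 80.1%. The settings that follow were chosen after the files were seen. Pairs of 50-base mates gave 14.2% in the centromeres, 72.0% in the mating-type region, 65.8% in the subtelomeres and 98.5% in the rest. Leaving mat1 out of the reference gave 72.6% for the mating-type region. Locating centromere 3 from alignments of at least 500 bases left the shares of the centromeres and the rest within their intervals. Locating it from alignments of at least 1000 bases gave 10.03% for the centromeres and 98.2% for the rest, and annotated centromeres 1 and 2 alone gave 15.4% and 97.7%.

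No paired analysis was possible because no per-sample values were analysed here. For the same reason no test of H3K9me2 occupancy in mutants against WT was run, and no alternative to it, leaving out each replicate included.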

Other observations

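The tests of the otr1R_dg entry and the recounts without mat1 and without the gap contig were chosen after the results were seen, and those of reading frames and chromosome ends before. For the unmoved coordinates, the share of broken genes was taken as the deciding value in place of the p-value only after both were seen. No biological explanation was tested, since every pattern belongs to the reference and not to a group of libraries.

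The right-arm dg element of centromere 1 was annotated from 3777115 to 3778839 on chromosome 1, and 1717 of its 1725 bases fell inside imrR1. The left-arm dg (4277 bases) aligned on the right arm from 3778833 to 3783109 at 99.7% identity, which overlapped that entry by 7 bases. A right-arm copy cut short in the contig was argued against, since the copy spanned 100% of the left-arm length. Alignments of the left-arm dg covered 0.406% of the annotated span, so misplaced coordinates of the entry are a candidate explanation. A track read at the entry as annotated would describe an inner repeat and not dg.

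The mat3-M block had 0% and the mat2-P block 100% unique windows, with mat1 carrying M in the contig. With mat1 left out of the reference, 100% of the windows of the mat3-M block were unique. Since all their copies lay at mat1, no other outcome was possible, and the recount tests no explanation. A contig with P at mat1 was not analysed here. Populations of h90 cells switch mating type, so reads at mat1 can carry either content, and the share of P and M at mat1 in these libraries was not analysed here. Reads from a mat1 cassette carrying P would have their match at mat2-P in this contig. Signal at mat2-P is therefore not free of mat1 either.

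The 2 stretches of chromosome 2 beside a run of 100 undetermined bases (80202 to 80301) had 0% unique windows. They ran from 78590 to 80201 and from 80302 to 80808, and were identical to the ends of the telomeric gap contig over 1612 and 507 bases. With the gap contig left out, 100% of their windows were unique. The stretches were picked for their identity to it, so this recount tests no explanation either. Reads from these 2119 bases have a second placement on the gap contig, which is a separate sequence in the reference.

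Of the 29 genes with a broken reading frame, 28 were marked as pseudogenes. The exception was ppr1 (chromosome 2, 3940345 to 3944524), whose coding coordinates differed from RefSeq. Coordinates left unmoved past the mating-type insertion were argued against, since 0.394% of genes after the region were broken against 0.812% before it (Fisher's exact test, two-sided, p = 0.364). Pseudogenes and gene models that differ from RefSeq are a candidate explanation for 100% of the broken genes, and the same marks were found on 2.81% of intact genes. Another 3 genes marked as pseudogenes had an intact frame.

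Repeats in the first 20 kb of the chromosome ends were not carried by a single end. The left end of chromosome 2 had the lowest unique share in the first 20 kb, 4.07%, and without it the other ends stood at 22.0%. At the same end the bin from 90 to 100 kb had 16.5% unique windows, far below its neighbor at 94.3%. Of the windows of this bin, 83.5% had a copy at the left end of chromosome 2 itself. A copy in the rest of chromosomes 1 to 3 was found for 78.5%, and a copy at any other end for 0%. SPBPB10D8.04c, SPBPB10D8.05c and SPBPB10D8.06c lay inside that bin and were picked after their values were seen. The first had 18.5% unique windows and the others had 0%. SPBPB10D8.07c (99860 to 101411), which crosses the end of the bin, had 0% as well. The rest of chromosomes 1 to 3 begins at the end of this bin, so copies counted there can lie right beside it. Their distance from the bin was not measured.

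The labels and the annotation raised points of their own. For the BrdU experiment the labels give hydroxyurea at 25 mM, whereas the study's methods give it in a smaller unit, and which is right was not settled. The 6 libraries titled as mrc1ΔHBS with the K deletion came from strain SC328, whose genotype label names no mrc1 deletion. In the CenK experiment, the WT strain with K intact was labelled ura4-DS/E and the other strains ura4-D18. Since the ura4 sequence occurs in 1 place in the contig, reads from the reporter and from any native ura4 sequence kept in a strain share that position. The native allele differs between the WT strains with and without K. What each allele keeps of the native gene was not analysed here. Of 5152 genes, 102 had fewer than 50% unique windows, 61 of them in the outer 100 kb of chromosomes 1 and 2.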
